# Bile Acid Flux Is Necessary for Normal Liver Regeneration

**DOI:** 10.1371/journal.pone.0097426

**Published:** 2014-05-19

**Authors:** Willscott E. Naugler

## Abstract

**Background & Aims:**

Many signals governing liver regeneration (LR) following 2/3 partial hepatectomy (PH) are recognized, but the primary signal(s) remains unknown. The aim of the study was to confirm that the remnant liver after PH lacks capacity to secrete the BA pool returning via the enterohepatic ciruculation (EHC), which may in turn stimulate LR.

**Methods:**

After standard PH, BA flux was documented and BA signaling (Fgf15) and synthesis (Cyp7a) determined by qPCR. Rat biliary fistula (BF) and Asbt knockout mouse models interrupted the EHC prior to PH, and standard assays for LR employed along with complete RNA sequencing. CCl_4_ intoxication after BF tested the hypothesis in an alternate injury model.

**Results:**

BA rise in systemic blood immediately following PH, confirming that the remnant liver cannot handle the BA returning via portal circulation. When the BA pool is drained prior to PH in the rat BF model, LR is markedly attenuated, a phenomenon reversed with duodenal BA replacement. Hepatocyte proliferation is similarly attenuated after PH in the Asbt knockout mouse as well as after CCl4_4_ intoxication in rats with BF. Complete RNA sequencing in the rat PH model shows that early c-jun and AP-1 gene expression pathways are down regulated in the absence of BA, coincident with attenuated LR.

**Conclusions:**

Absent BA return to the liver after PH or CCl_4_ injury markedly attenuates LR, though hepatocyte proliferation still occurs, inferring that BA flux and signaling are not the sole signals governing LR. Transcriptional networks involving c-jun and AP-1 are involved in the BA-specific effects on hepatocyte proliferation.

## Introduction

Liver regeneration following 2/3 partial hepatectomy (PH) is a well-described phenomenon that results in restoration of liver mass in the rodent 7-10 days after PH [1], [2]. PH is followed by the coordinated replication of all liver cell types, beginning with hepatocytes and followed by the various non-parenchymal cells [3] until liver mass is restored. Many signals associated with liver regeneration have been described, and include both humoral and intra-cellular signaling, as well as potential reliance on non-parenchymal cell involvement for successful completion of the process [4]. Deletion or knock-down of most described pathways often results in significant delays in regeneration, but no single signal has been identified that is both necessary and sufficient to drive liver regeneration. Amongst the most important questions regarding the phenomenon are (1) what are the earliest and most important signals that initiate liver regeneration, and (2) what are the mechanisms and signals that govern termination of the process? The latter refers indirectly to regulation of liver size, with reference to the aptly named “hepatostat,” [5] a concept suggesting liver size is regulated by some physiological function(s). Amongst physiologic functions of the liver, multiple lines of study have demonstrated involvement of glucose, fat, and protein homeostasis in regulation of liver regeneration [6], though specific mechanisms remain elusive. Finally, there is the thorny “cell of origin” question for proliferating hepatocytes in various injury and regeneration models, but at least for the PH model, the adult hepatocyte itself seems to be the primary source of new hepatocytes [7].

Bile acid (BA) homeostasis has recently gained some traction as a contributor to liver regeneration. Decades ago it was first noted that external biliary drainage led to a decrease in regenerative capacity,[8] while internal biliary drainage did not [9]. BA levels were not specifically measured in these studies. Cholestyramine (BA binding-resin) fed mice restored liver mass to only 50% of controls after PH, [10] and a study of human surgical liver resections revealed an association between serum BA levels and liver regeneration [11]. Farnesoid X Receptor (FXR) is a nuclear receptor whose primary ligands are BA, and FXR-/- mice [12] display significantly impaired liver regeneration after PH [13]. Further studies with liver- and intestine-specific FXR knockouts revealed that this nuclear receptor had both hepatocyte and intestinal contributions to liver regeneration after PH [14]. Lastly, recent studies have shown that mice deficient in the intestinal negative feedback signal for BA, FGF 15, had a markedly abnormal response to PH with significant mortality [15], and mice deficient in the membrane BA receptor, TGR5, demonstrated hepatic necrosis after PH due to BA overload [16].

The present study sought to clarify the physiology of bile acid flux after PH with attention to relevant signaling in both liver and intestine. In addition, we tested the hypothesis that bile acid flux after PH is necessary for initiation of hepatocyte proliferation and restoration of hepatic mass. In the rat biliary fistula model, we show that drainage of the BA pool prior to PH results in decreased hepatocyte proliferation and decreased restoration of liver mass after 7 days, and that these findings can be reversed with infusion of physiological levels of BA into the intestine. RNA sequencing of liver samples in this model shows a BA-specific decrease in JNK and AP-1 signaling pathways 4 hours after PH, as well as FOXM1 at 24 hours. We showed similar findings of decreased regeneration in Asbt deficient (Asbt-/-) mice lacking the intestinal BA transporter, thus producing a alternate model of interrupted enterohepatic circulation (EHC). In addition, we show that CCl_4_ injury in the rat biliary fistula model results in similar levels of hepatic injury, but reduced hepatocyte proliferation, a finding that can be reversed with BA infusion. In summary, this study presents evidence that BA flux is necessary for normal liver regeneration, but is not the only factor in initiation and regrowth of the liver after PH.

## Materials and Methods

Full methods are available in Materials and Methods S1.

### Animal Studies

C57BL/6 male mice (8 weeks old) from Jackson Laboratories were used to describe bile acid flux after partial hepatectomy. Male Sprague Dawley rats (4–5 months old) from Charles River were used for the biliary fistula studies. Asbt deficient mice (Asbt-/-) were a kind gift from Dr. Paul Dawson [17]. All studies were approved by the Oregon Health & Science University Institutional Animal Care (OHSU IACUC #IS00000493) and Use Committee as set forth in the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health. All surgery was performed under isoflurane anesthesia with post-operative pain control using buprenorphine and/or meloxicam and all efforts were made to minimize suffering.

### Biliary fistula (BF) and bile acid (BA) infusion models

A BF was created by placing a catheter in the common bile duct as previously described.[18] At the same time an enterostomy was created and a catheter placed in the duodenum just proximal to the insertion of the common bile duct. All rats (including controls who received sham biliary fistulas) got enterostomy catheters for infusion of fluids. Both catheters were externalized. All rats received continuous duodenal infusions of normal saline throughout all experiments. For the BF + BA infusion, sodium taurocholate (NaTCA, Sigma, Cat # T4009) was infused at a rate of 0.5 mg NaTCA/gram body weight/day, which corresponds to the rate empirically determined by measuring total BA coming from the BF of rats (collected for the first 4 hours after BF placement). Pulse or continuous BrdU (Sigma, Cat # B9285) was given through the duodenal catheters. Figure 2A notes the experimental design and timecourse.

**Figure 1:**
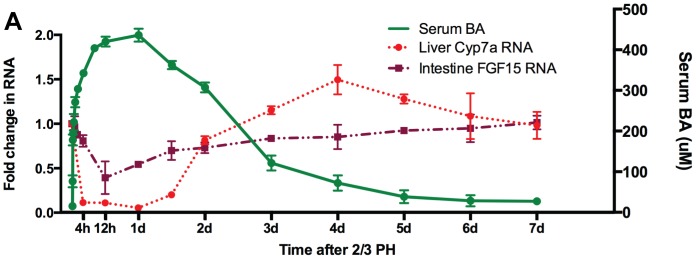
Bile acid (BA) flux and hepatocyte proliferation after 2/3 partial hepatectomy (PH) in mouse. PH was performed in mice, and blood, liver and intestines were examined over a 7 day timecourse (3 mice per timepoint). Systemic serum BA rise immediately after PH indicating that the remnant 1/3 liver cannot handle the BA returning via enterohepatic circulation (EHC) from the intestine, thus moving from the EHC to the blood compartment. Liver Cyp7a is repressed soon after PH, followed later by a decrease in FGF15 RNA from the intestine.

**Figure 2:**
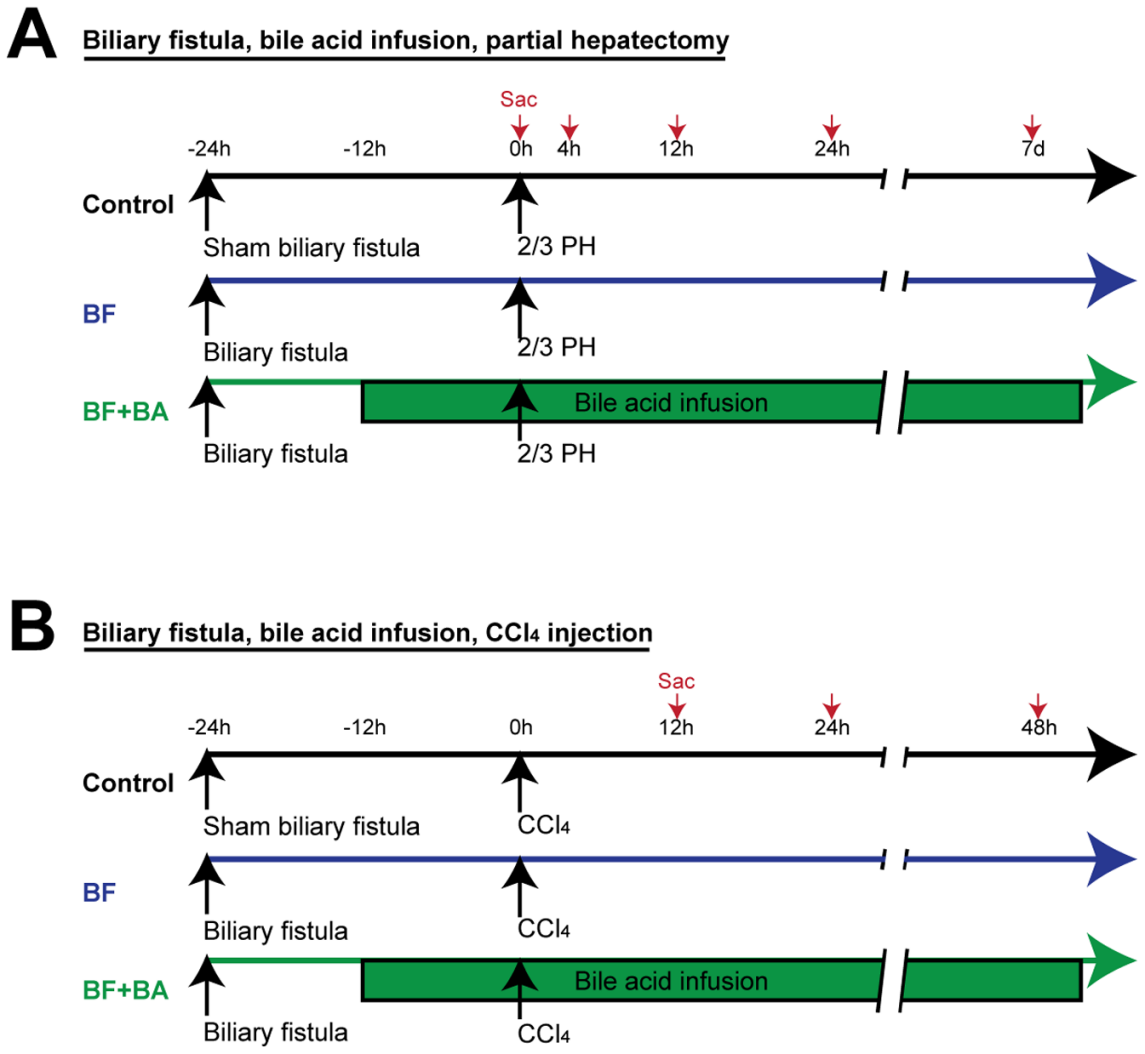
Outline of biliary fistula, BA replacement rat model for PH and CCl_4_ injury. Male Sprague-Dawley rats received biliary fistula (or sham) along with duodenal catheter placement and were allowed to recover for 24 hours prior to (A) PH or (B) CCl_4_. The intestinal BA pool would therefore be drained prior to PH or CCl_4_. In the “BF+BA” group, Na taurocholate was infused via the duodenal catheter 12 hours prior to PH or CCl_4_, replacing the intestinal BA pool (but not other constituents of bile) before injury.

### Partial hepatectomy (PH) and CCl_4_ intoxication

In rat experiments, 2/3 PH was performed as described [1], with a midline incision distant from the left lateral incision used to perform the prior BF surgery. PH in the Asbt-/- mice followed a modified protocol [19]. For CCl_4_ experiments, CCl_4_ 2 mL/kg in a 20% solution in corn oil was given via the duodenal catheter. After above liver injuries, liver, intestine, and serum were collected at indicated times. Figure 2B notes the experimental design and timecourse.

### Tissue analysis

Liver, intestine and serum were snap frozen in liquid nitrogen when animals were killed; some liver was fixed in formalin for immunohistochemistry. Quantitative real-time RT-PCR (qPCR), complete RNA sequencing, serum bile acid, HGF and IL-6 levels were determined as noted in Materials and Methods S1. All qPCR experiments results were normalized to the zerotimepoint, and internally controlled for RNA quantity with the housekeeping gene Gapdh (mouse or rat, primers noted in Table S1 in File S1).

Raw RNA sequence data available on the NCBI GEO website, series record GSE54673, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE54673, also noted in Table S3 in File S1. Gene set constituents are noted in Table S2 in File S1. RNA quality for the RNA sequencing is noted in Figure S2.

### Statistical Analysis

Prism 6 (GraphPad Prism) was used to graph all noted data except for RNA sequence data (see Materials and Methods S1). Results are expressed as mean values + SD. P values were calculated by two-sided independent t-test, and a p value<0.05 was considered significant.

## Results

### Systemic serum BA rise sharply immediately following PH along with dynamic enterohepatic BA signaling

To clarify the physiology of BA flux within the enterohepatic circulation (EHC) following PH, we performed PH [19] on male C57/B6 mice and collected systemic blood, liver, and ileum at various timepoints over a 7-day period. We measured total BA in serum, and mRNA levels of Cyp7a in the liver and Fgf15 in the intestine. Cyp7a is the primary rate-limiting enzyme controlling BA synthesis from cholesterol [20], and Fgf15 is the intestinal cytokine that provides feedback inhibition of hepatic BA synthesis through down-regulation of Cyp7a [21]. Serum BA rise quickly after PH (Figure 1), indicating failure of the remnant liver to take up and secrete the BA load returning from the intestine. This is not surprising, given that the large majority of the BA pool resides at any given time in the intestine, and BA return from the intestine would continue at the same rate compared to before PH. Liver has a finite secretory capacity for BA [22], thus when the remnant 1/3 liver after PH suddenly encounters 3 times the normal BA inflow, BA return beyond the secretory capacity of the liver spill into the systemic circulation. Similar findings have been reported previously in mice [23] and rats [23]–[25]. Liver Cyp7a mRNA levels fall precipitously after PH, followed later by a decrease in the intestine Fgf15 (Figure 1). This clearly indicates that an increase in Fgf15 expression is not responsible for the decrease in Cyp7a.

Administration of BrdU 2 hours prior to killing mice labels proliferating cells in the liver, and typical hepatocyte proliferation was noted in these mice with a peak proliferation about 48 hours after PH (Figures S1A and S1B). These results indicate that the remnant liver after PH does not have the capacity to secrete the BA load returning via the portal circulation, and that failure of this function is evident within minutes after PH, a time coincident with the earliest signals leading to hepatocyte proliferation.

### Removal of the BA pool attenuates liver regeneration after PH, and infusion of BA specifically restores regeneration

To drain the BA pool, a rat model of biliary fistula (BF) was used (Figure 2A) wherein bile was drained for 24 hours prior to PH. Control rats (sham BF) showed similar changes in serum BA, liver Cyp7a and intestine Fgf15 (Figures 3A–C) compared to mice. As expected, rats that had undergone BF for 24 hours prior to PH had elevated Cyp7a levels (Figure 3B). Fgf15 levels remained undetectable throughout the timecourse as would be expected with no BA in the intestine due to the BF (Figure 3C). The BF markedly suppressed the post-PH rise in serum BA at 4 hours, but they slowly began to rise, along with Cyp7a levels at 12 and 24 hours post-PH. These data indicate that hepatocytes begin synthesizing *de novo* BA at a higher rate than they can secrete beginning 12 hours after PH. Interestingly, there is again a marked suppression of Cyp7a mRNA soon after PH in the BF condition, indicating that the suppression is caused by neither Fgf15 nor high systemic BA levels, and must be due to an as-yet unidentified mechanism. Changes in BA flux, Cyp7a and Fgf15 noted in the BF model could all be reversed with the duodenal infusion of Na-Taurocholate (NaTCA). Data is presented per experimental condition (rather than tested variable) in Fig. S5 A–C.

**Figure 3:**
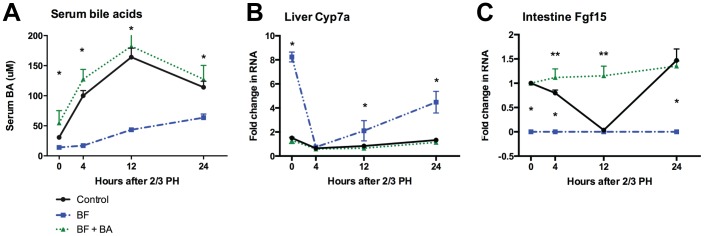
Bile acid flux and signaling after PH in biliary fistula and BA replacement model. Rats underwent sham biliary fistula (Control) or biliary fistula (BF) 24 hours prior to PH. Comparisons of serum bile acids (A), liver Cyp7a (B) and intestine Fgf15 (C) are shown between the experimental conditions (n = 4 rats per timepoint). A single asterisk (*) indicates a significant (p<0.05) difference between the control/BA replacement and the biliary fistula, while a double asterisk (**) indicates a significant difference between the control and the BA replacement.

Assessment of hepatocyte proliferation after PH by either Ki-67 or Brdu staining (Brdu given 2 hours prior to liver collection) revealed the normal marked increase in proliferation in control rats at 24 hours, but a significant decrease in proliferating hepatocytes in rats with BF (Figures 4A & 4B). This deficit in proliferating hepatocytes could be restored to normal with the duodenal infusion of NaTCA in rats with BF. These data indicate that draining of the BA pool attenuates hepatocyte proliferation after PH as has previously been shown,[9]–[11] but also that the effect is specific to BA, thus indicating that BA return to the regenerating liver is required for normal liver regeneration. Serum HGF levels (Figure 4C) rise after PH even in the absence of BA, but the levels are significantly lower in later time points. Serum IL-6 levels (Figure 4D) rose after PH and levels did not differ whether BA were present or not. These data are congruent with reports of HGF being necessary for liver regeneration [26]–[28], while IL-6 is probably dispensable [29].

**Figure 4:**
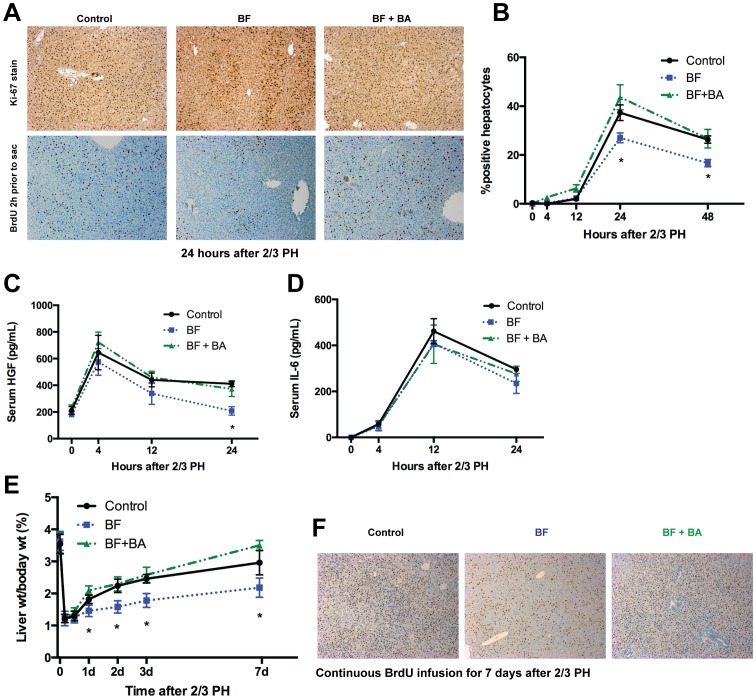
Liver regeneration after PH in biliary fistula and BA replacement model. Hepatocyte proliferation 24(A,B) by either Ki-67 or BrdU staining and counting of positive hepatocyte nuclei. Hepatocyte proliferation is significantly (but not completely) diminished in the BF, and restored when BA infusion is added to the BF. Serum levels of HGF are diminished (C) 12–24 hours after PH in the BF model, but there are no significant differences between models in serum IL-6 levels (D). Figures 4A–D represent 4 rats per timepoint. When followed for 7 days after PH, rats BA drainage have significantly smaller livers (E), and less BrdU staining when BrdU is continuously infused throughout the 7 days after PH (F). Figures 4E–F represent 3 rats per timepoint. A single asterisk (*) indicates a significant (p<0.05) difference between the control/BA replacement and the biliary fistula.

Non-parenchymal cell (NPC) proliferation occurs after hepatocyte proliferation during liver regeneration after PH [3]. No significant NPC proliferation (by BrdU-labeling) was seen until 3 days after PH in the rat (data not shown). Fewer BrdU-labeled NPCs were noted at day 3 and day 7 of the continuous BrdU infusion experiment (noted in Figure 4F, but NPC data not quantified).

Like hepatocyte proliferation, liver regrowth after PH is significantly attenuated in rats with prior BF, a finding reversed with BA infusion (Figure 4E). Continuous BrdU infusion after PH over 7 days (Figure 4F) reveals that nearly all hepatocytes in control rats have undergone replication, while this number is significantly fewer in rats with BF, again a finding which is reversed with intestinal BA infusion in BF rats.

Taken together, these data show that BA flux is necessary for normal hepatocyte proliferation and regrowth of the liver after PH.

### AP-1 and Hippo gene regulation pathways down-regulated after PH in rats with depleted BA pool

Whole liver tissue was collected at 0, 4, 12, and 24 hours after PH in rats with sham BF (controls), BF, and BF with duodenal BA infusions, and RNA extracted and sent for complete RNA sequencing (4 samples per timepoint per condition). 

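RNA sequencing reads fragments of the transcripts in a liver sample, here those with a poly(A) tail, and counts how many fall on each gene. The deposited values are RPKM, reads normalized to the length of the transcript and to the total reads of the library, which the authors computed before depositing them. Rats carried a biliary fistula (BF) or a sham operation (Control) from 24 h before PH, and BF + BA rats received sodium taurocholate in the duodenum at 0.5 mg/g/day from 12 h before PH. The table holds 1 column for each of the 3 groups at 0, 4, 12 and 24 h, 12 columns in all. Each column is the authors' mean of 2 sequencing runs, 1 on RNA from 1 rat and 1 on combined RNA from 3 rats, so that 4 rats stand behind each value. With 1 averaged value per group and time, no spread between rats could be computed and no difference below has a replicate check or a p-value. The number of reads per sample is unknown. The RPKM of all genes together summed to between 727435 and 982826 per column, and the 10 most abundant genes took from 29.4% to 53.2% of it. Of 14692 genes listed, 12388 were above 0 in at least 1 column and entered the comparisons, and 1 gene had no value.

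Columns were assigned to groups as in Fig. 5, where BF is the fistula and BA the fistula with infusion. The sample descriptions give these group names the other way round, and that reading was computed as an alternative. CYP7A1, which encodes the rate-controlling enzyme of BA synthesis, was at 387 RPKM in the column taken as BF at 0 h, 54.9 RPKM in BF + BA and 60 RPKM in Control. The paper's quantitative PCR also found raised Cyp7a in fistula rats before PH, reversed by the infusion, which goes with this assignment. The sequencing value alone is no independent check, since CYP7A1 is listed in Table S2 and shown in Fig. 5 itself. Genes outside Table S2, given below, do not all go with it, and the assignment remains uncertain. Changes were expressed as log2 ratios after adding 1 RPKM to each value, which understates changes of weakly expressed genes. For each gene set of Table S2, the median log2 ratio was placed among 10000 random gene lists of the same size matched on mean expression, and its percentile among them is given. A set in the lowest or highest 2.5% was taken as apart from the random lists, which describes these libraries only.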

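Table S2 lists 192 genes in the DNA replication set, of which 135 were found by name and expressed. In Control, the median log2 ratio of these genes between 24 h and 0 h after PH was 1.26, with 127 genes higher at 24 h and 8 lower. In BF it was 1.07, with 126 genes higher. The set rose by a median log2 ratio of 1.43 in BF + BA, with 128 genes higher. All 3 medians lay above the 10000 random lists, at percentile 100. The median gene of the 8459 with a mean of at least 1 RPKM also shifted upward over the same interval, by 0.21 in Control, 0.28 in BF and 0.15 in BF + BA. At least a 2-fold rise was seen for 73 set members in Control, 68 in BF and 81 in BF + BA. The medians were moved most by splitting the set at its 37 proteasome members (symbols starting with PSM). Without these members they were 2.42 in Control, 1.60 in BF and 2.5 in BF + BA, and with these members alone 0.51, 0.52 and 0.66.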

Pathway analysis revealed up-regulation of genes involved in DNA replication at 24 hours (Figure 5A) in all conditions (“24 h timecourse”). 

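At 24 h the 135 members of the DNA replication set had a median log2 ratio of -0.58 in BF against Control and of -0.57 in BF against BF + BA, both at percentile 0 among the random lists. In each comparison 130 of the genes were lower in BF. At least a 2-fold lower value in BF was found for 38 genes against Control and 36 against BF + BA. Among the members with the largest differences, MCM6, a subunit of the replicative helicase, was at 17.4 RPKM in BF, 75.9 in Control and 71.6 in BF + BA. CDC6, which loads that helicase, was at 2.24 RPKM in BF, 11.1 in Control and 11.8 in BF + BA. Another helicase subunit, MCM5, was at 18.5 RPKM in BF, 61.9 in Control and 64.2 in BF + BA. The transcription factor E2F1 was at 7.17 RPKM in BF, 23.3 in Control and 26.0 in BF + BA. The deposited table lists 11 further members under an older symbol, a group set apart after seeing the data. Their median log2 ratio in BF was -0.27 against Control (percentile 0.74) and 0.16 against BF + BA (percentile 93.12, within the limits).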

When samples from the 24 hour timepoint only were compared, however, genes involved in DNA replication were significantly less up-regulated in rats with BF compared to control and BA infusion rats (“24 h timepoint”). This data is congruent with the histological findings of less hepatocyte proliferation 24 hours post-PH.

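Genes of the cell cycle that Table S2 does not list were read from the same columns. They were chosen after the result of the DNA replication set was seen and before their own values were. The 22 S phase genes had a median log2 ratio at 24 h of -0.46 in BF against Control (percentile 0) and of 0.23 in BF against BF + BA (percentile 99.94). For the 28 G2/M genes the medians were -0.12 (percentile 40.04) and 0.46 (percentile 100). Of the 22 S phase genes 19 were higher in BF than in BF + BA, and of the 28 G2/M genes all 28 were. After each column was rescaled on its median gene, the medians against BF + BA were 0.18 and 0.40. With the group names exchanged, as the sample descriptions give them, both groups of genes were lower in BF than in BF + BA, by medians of -0.23 and -0.46. Among genes picked out after their values were seen, TOP2A, a G2/M gene, was at 57.9 RPKM in BF, 71.7 in Control and 39.1 in BF + BA. CCNB2, at 1.67 RPKM in BF, 0.70 in Control and 1.43 in BF + BA, was the 1 G2/M gene not lower in BF + BA than in Control. From the lower expression of its DNA replication set in BF, the paper states that the sequencing is congruent with its histology of hepatocyte proliferation.

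**Figure D1:**
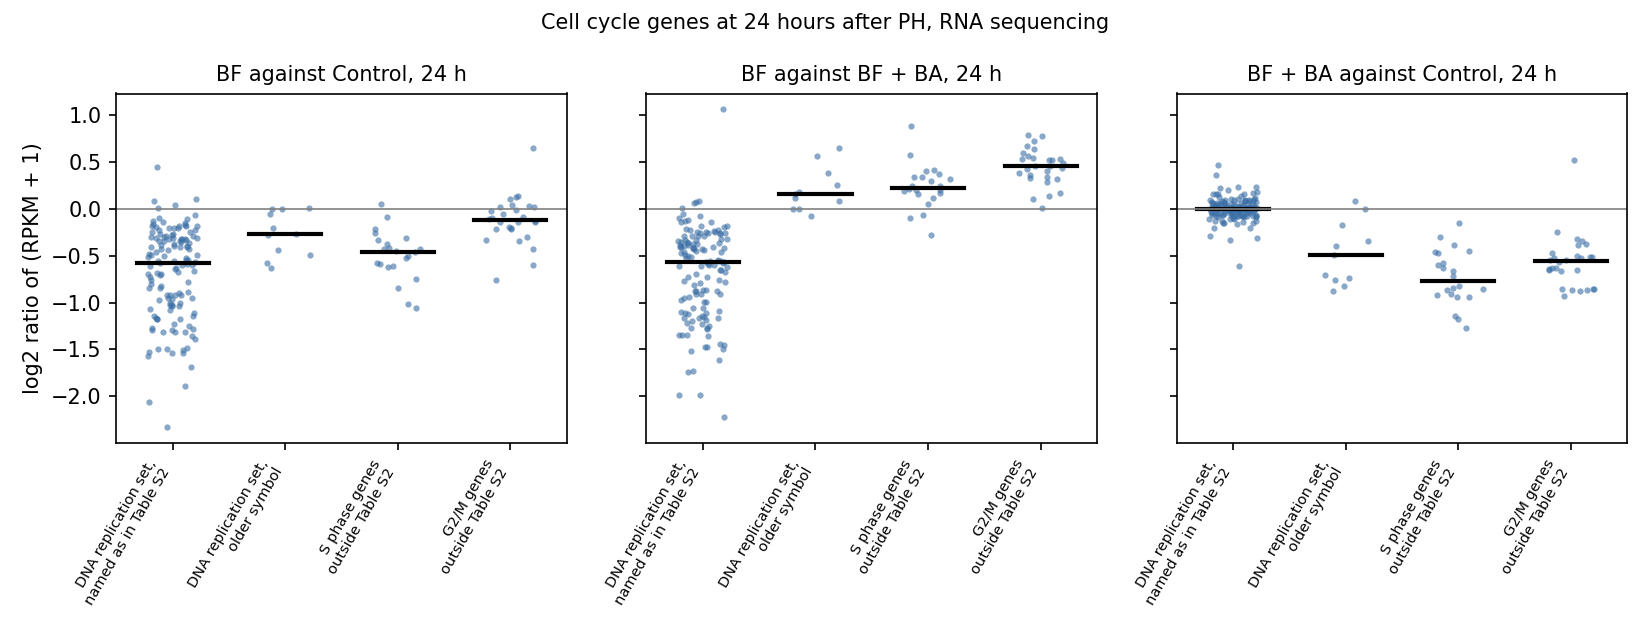
Log2 ratio of (RPKM + 1) at 24 h after PH for BF against Control, BF against BF + BA and BF + BA against Control. Each point is a gene and each bar the median of its group; in the comparison of BF with BF + BA the bar of the 135 set members lies at -0.57 and that of the 28 G2/M genes at 0.46.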

**Figure 5:**
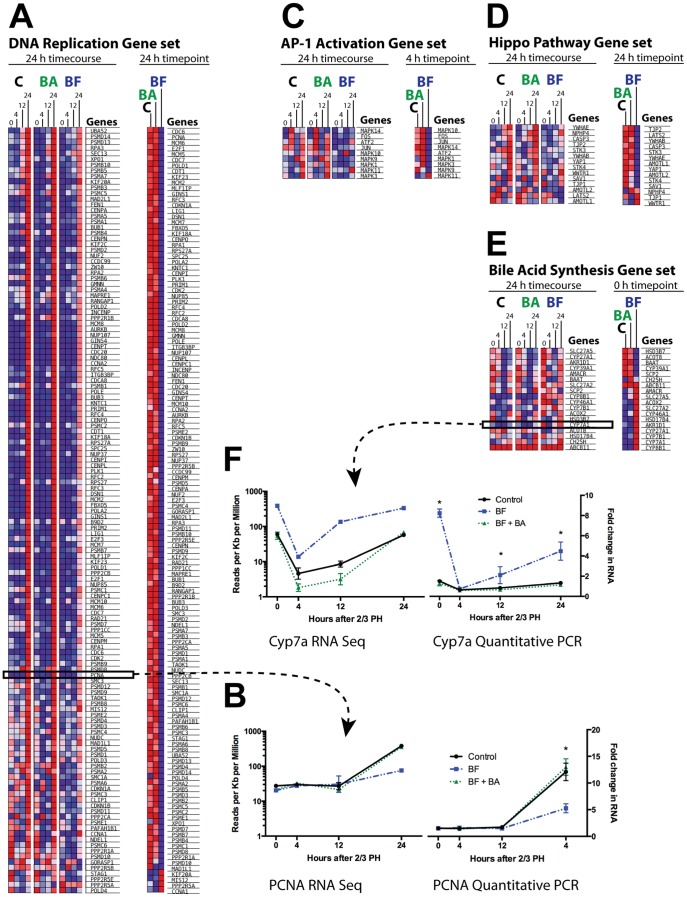
RNA sequencing of liver after PH in rats with BF and BA infusion. Total RNA from liver of four rats per group/timepoint had complete RNA sequencing. Pathway analysis revealed an increase in gene expression related to DNA replication (A) in all groups at 24 hours post-PH, but significantly less at the 24 hour timepoint in the BF group compared to control and BF + BA infusion groups. Gene expression in the AP-1 pathway was increased at 4 hr post-PH in the control and BF + BA infusion groups (C), but the BF group had markedly and significantly decreased 4 hr expression compared to the other two groups. Gene expression in the Hippos pathway increased in all groups at 24 hours (D), but significantly less in the BF group. As expected the time zero bile acid gene expression pathway was increased compared to control and BF + BA infusion groups (E). Quantitative PCR for PCNA (B) and Cyp7a (F) confirmed similar patterns in these genes compared to the RNA sequencing data. A single asterisk (*) indicates a significant (p<0.05) difference between the control/BA replacement and the biliary fistula.

The AP-1 transcriptional pathway has been shown to drive cyclin D1 expression and proliferation after PH,[30] and a major upstream kinase of this pathway, c-jun-N-terminal kinase (JNK), is strongly activated within minutes after PH [31]. In addition, BA are known to activate JNK in hepatocytes [32], [33]. 

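The AP-1 activation set of Table S2 has 10 members, of which 9 were found by name. Between 0 and 4 h after PH their median log2 ratio was -0.13 in Control (percentile 53.15), -0.037 in BF (percentile 53.64) and 0.19 in BF + BA (percentile 98.86). Over the same interval the median of the 8459 expressed genes shifted by -0.19 in Control, -0.072 in BF and -0.32 in BF + BA. After each column was rescaled on its median gene, the medians of the set were 0.027 in Control, 0.020 in BF and 0.49 in BF + BA. At 4 h the set's median log2 ratio was -0.17 in BF against Control (percentile 13.58) and -0.40 in BF against BF + BA (percentile 0.01), with 8 of 9 members lower in BF in each comparison. The ratio of BF to Control was moved most by a pseudocount of 0.1 RPKM, to -0.57 (percentile 0.25).

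FOS rose from 0.42 to 3.60 RPKM in Control, from 0.45 to 1.18 in BF and from 0.67 to 4.70 in BF + BA. The kinase MAPK14 (p38) rose from 40.8 to 114.1 RPKM in Control, from 39.6 to 56.6 in BF and from 42.2 to 111.8 in BF + BA. JUN went from 30.1 to 27.5 RPKM in Control, from 7.70 to 14.8 in BF and from 25.5 to 34.7 in BF + BA. ATF2 went from 16.2 to 20.8 RPKM in Control, from 14.4 to 14.0 in BF and from 16.4 to 21.8 in BF + BA. At 4 h MAPK3 was at 10.6 RPKM in Control, 9.35 in BF and 11.4 in BF + BA. MAPK9 (JNK2) was at 27.04 RPKM in Control, 24.0 in BF and 25.3 in BF + BA. MAPK10 and MAPK11 stayed below 1 RPKM in the 3 groups at 4 h. MAPK8 (JNK1) was not analysed here.

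**Figure D2:**
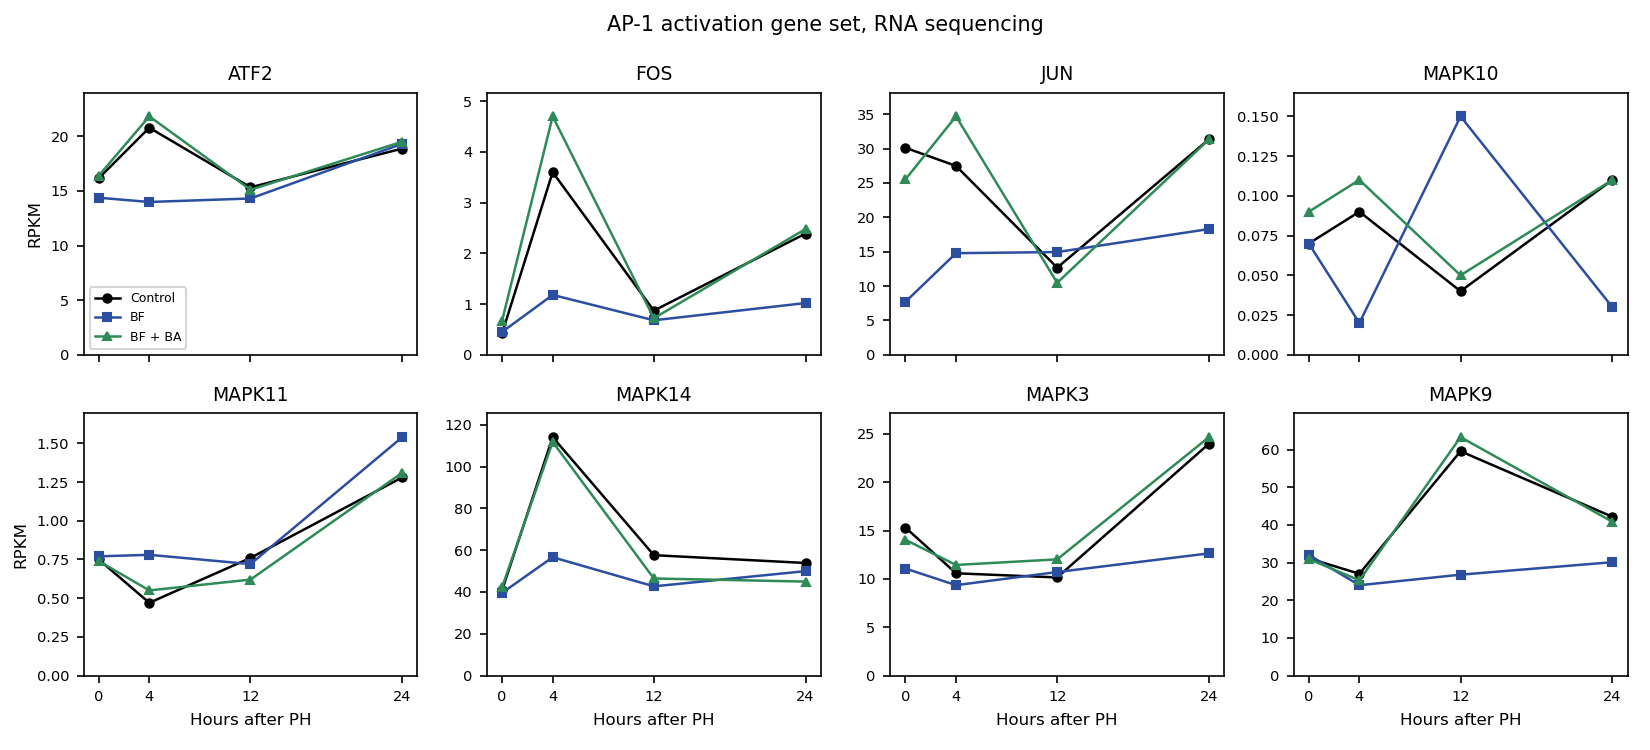
RPKM of 8 of the 9 members of the AP-1 activation set by hours after PH, with 1 averaged value per point for Control, BF and BF + BA. FOS at 4 h lies at 3.60 RPKM in Control, 1.18 in BF and 4.70 in BF + BA.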

We found that genes associated with AP-1 activation were significantly up-regulated 4 hours after PH in control rats (Figure 5C), which was nearly abolished in rats with BF and restored with BA infusion. This data suggests that BA are primary activators of JNK and the AP-1 gene pathway after PH. Western blotting for phosphor-JNK (the activated form of JNK) showed a bimodal activation in control and BA-replenished rats after PH, and a clear decrease in this activation in BA-depleted rats (Figure S4).

Though the primary physiologic factors controlling liver size are unknown, it is clear that liver size is at least partially controlled at the transcriptional level by the Hippo pathway. Mice with overexpression of YAP, mammalian effector of the Hippo pathway, develop massively enlarged livers [34], [35]. We found that the Hippo pathway was significantly upregulated at 24 hours after PH in control rats and those with BF plus BA replacement (Figure 5D); rats with BF and depleted BA pools, however, had significantly less activation of the Hippo pathway at 24 hours, congruent with later findings of diminished liver growth in rats with BF.

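Of the 22 genes in the Hippo pathway set, 14 were found by name. Their median log2 ratio between 24 h and 0 h was 0.31 in Control (percentile 80.1), 0.14 in BF (percentile 19.08) and 0.28 in BF + BA (percentile 93.7). With the columns rescaled, the medians were 0.12 in Control, -0.095 in BF and 0.15 in BF + BA. At 24 h the set was lower in BF, by a median log2 ratio of -0.30 against Control (percentile 0.19, 11 of 14 genes lower) and of -0.28 against BF + BA (percentile 0, 12 of 14 genes lower). No member differed by 2-fold or more in either comparison. YWHAB was at 44.0 RPKM in BF, 71.3 in Control and 60.8 in BF + BA, and YWHAE at 195.5, 260.5 and 269.6 RPKM in the same order; both encode 14-3-3 proteins. The kinase LATS2 was at 4.45 RPKM in BF, 6.79 in Control and 6.80 in BF + BA. YAP1 was at 20.1 RPKM in BF, 26.1 in Control and 26.5 in BF + BA.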

Not surprisingly, there were marked time zero differences in expression of genes governing BA synthesis (Figure 5E) between rats with BF and controls; these differences were largely erased by duodenal BA infusion. 

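At the time of PH, the 17 expressed members of the BA synthesis set had a median log2 ratio of 0.35 in BF against Control (percentile 99.98) and of 0.17 in BF against BF + BA (percentile 98.9). In BF + BA against Control it was -0.018 (percentile 85.44). CYP8B1, the sterol 12-alpha-hydroxylase, was at 1576 RPKM in BF, 136.4 in Control and 110.2 in BF + BA. CYP7B1 was at 35.3 RPKM in BF, 11.2 in Control and 17.2 in BF + BA. CYP27A1 was at 361.8 RPKM in BF, 205.8 in Control and 222.9 in BF + BA. HSD3B7 was lower in BF, at 58.6 RPKM against 104.9 in Control and 97.3 in BF + BA. Without CYP7A1 the median log2 ratio of BF to Control was 0.30 (percentile 100).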

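The gene of Fxr (NR1H4) was at 39.7 RPKM in Control, 52.2 in BF and 47.4 in BF + BA at 0 h. At 24 h it was at 28.5 RPKM in Control, 53.2 in BF and 42.8 in BF + BA. The gene of Shp (NR0B2), a target of Fxr, was at 42.3 RPKM in Control, 20.2 in BF and 12.7 in BF + BA at 0 h, and at 30.2, 10.4 and 5.38 RPKM at 24 h in the same order. Its log2 ratio at 24 h was -1.45 in BF against Control and 0.84 in BF against BF + BA. FOXM1, a transcription factor of the cell cycle, was at or below 1.22 RPKM in each group at 0 h. At 24 h it reached 14.4 RPKM in Control, 10.5 in BF and 7.93 in BF + BA, with a log2 ratio of -0.42 in BF against Control and 0.37 in BF against BF + BA.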

As expected, there were significant differences at various timepoints in the BA-associated Fxr and Shp (Figure S3B, S3C) as well as proliferation-associated Foxm1 (Figure S3D).We performed qPCR on several genes (Cyp7a and PCNA shown) and compared these data to that obtained with RNA sequencing (Figures 5B and 5F). Both methods showed similar results for RNA expression.

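By RNA sequencing, PCNA was at 381.3 RPKM in Control, 352.9 in BF + BA and 75.2 in BF at 24 h, a log2 ratio of -2.33 in BF against Control and of -2.22 in BF against BF + BA. At 0 h it was at 27.3 RPKM in Control, 20.9 in BF + BA and 20.3 in BF. The log2 ratio of CYP7A1 at 0 h was 2.67 in BF against Control and 2.79 in BF against BF + BA. At 24 h CYP7A1 was at 334.4 RPKM in BF, 57.3 in Control and 68.8 in BF + BA.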

### Liver regeneration is attenuated in Asbt-/- mice

Asbt is the intestinal transporter on the luminal side of enterocytes responsible for intestinal uptake of BA. ASTB -/- mice therefore do not absorb BA from the intestine and thus have an interrupted EHC [17]. Asbt-/- mice have markedly elevated Cyp7a levels in the liver and nearly undetectable Fgf15 RNA in the intestine (Figure 6A) compared to their heterozygote littermates. After PH, Asbt-/+ mice have normal levels of hepatocyte proliferation at the peak 48 hour timepoint, but homozygous knockouts have significantly fewer hepatocytes undergoing replication (Figures 6B and 6D). As expected, the early and significant rise in serum BA after PH is significantly blunted in Asbt-/- mice compared to their heterozygous littermates (Figure 6C). Liver growth is diminished after PH in Asbt-/- mice, and is significantly smaller compared to controls at all time points (Figure 6E). Of note, however, there is still hepatocyte proliferation (though less) in Asbt-/- mice after PH, and there is still liver regrowth after PH. Together, this data presents another model wherein BA return to the liver is abolished, and correlates this with diminished regenerative response to PH in the liver.

**Figure 6:**
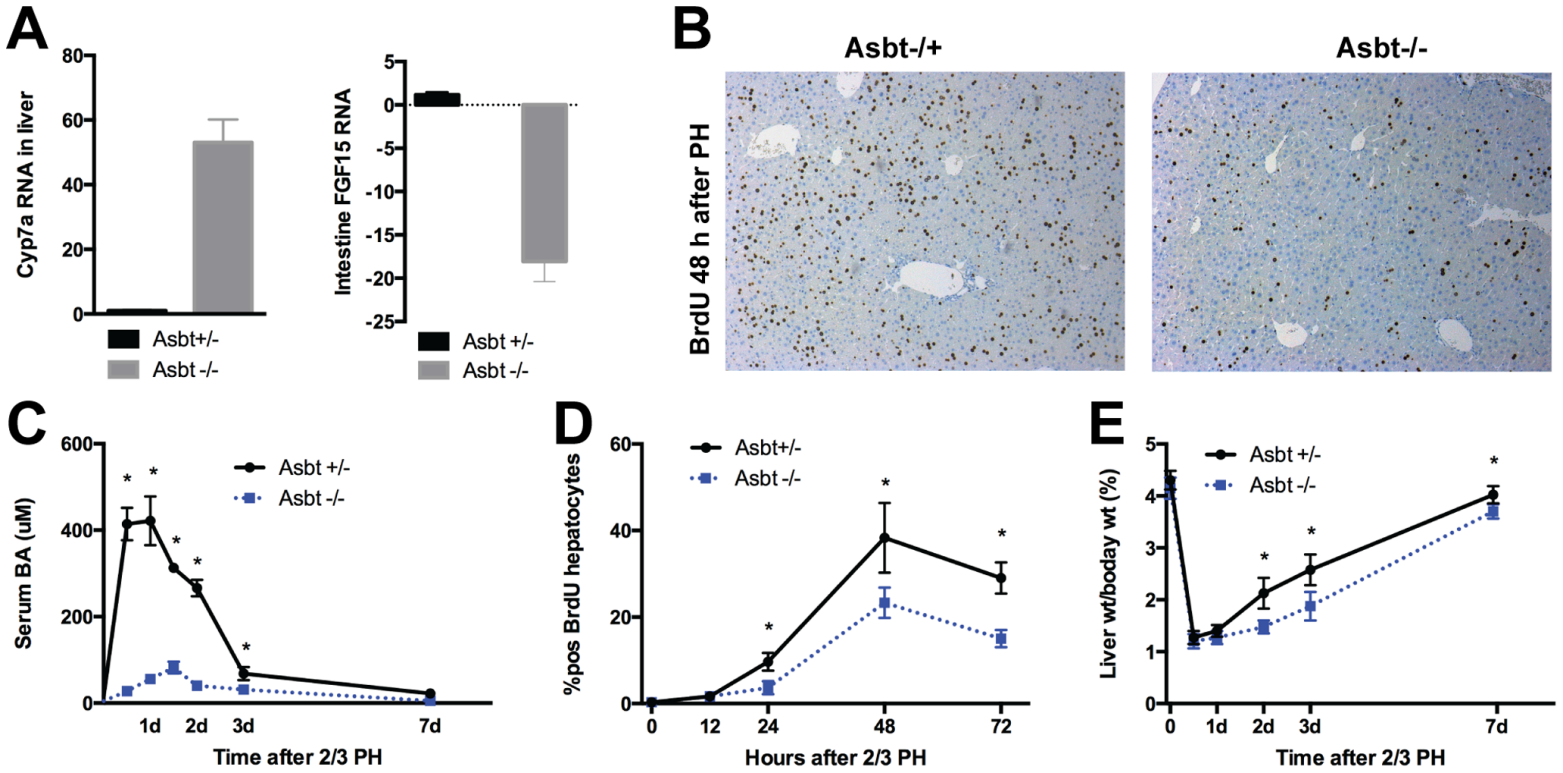
Liver regeneration is attenuated in Asbt-/- mice. Asbt-/- mice lack the intestinal BA receptor, thus interrupting the EHC and resulting in no portal venous return of BA. As previously described, Asbt deficiency results in marked upregulation of liver Cyp7a (A) due to absence of negative feedback from intestinal FGF15. Hepatocyte proliferation after PH is significantly attenuated (B, D) as noted on BrdU staining. Serum BA levels increase significantly less (C) in Asbt-/- mice after PH, indicating an absence of portal venous return of BA. Liver regrowth is initially attenuated (E) in Asbt-/- mice after PH. 3 mice per timepoint were used in these experiments. A single asterisk (*) indicates a significant (p<0.05) difference between the groups.

### Hepatocyte proliferation, but not injury, is significantly diminished in rats with BF prior to CCl_4_ intoxication

PH is an example of liver injury where the hepatic lobules undergoing regeneration were not directly damaged. Most liver injury, however, occurs throughout the liver and a regenerative response occurs in the area of injury itself. The mechanisms regarding liver regeneration may have similar underlying features in both PH and other kinds of liver injury. To test this, we used the BF rat model, draining the BA pool 24 hours prior to administration of CCl_4_ (Figure 2B). Similar to the PH experiments, serum BA rose after CCl_4_ injury, though with a later peak (Figure 7A); liver Cyp7a levels were depressed (Figure 7B), and intestine Fgf15 levels changed little (Figure 7C). In rats with BF, the rise in serum BA after CCl_4_ was significantly diminished though surprisingly the initially elevated liver Cyp7a levels were significantly repressed early after injury, similar to what was seen after PH. Serum ALT, a marker of hepatocyte death, rose significantly 24 hours after CCl_4_, but was not different between controls and rats with depleted BA pools (Figure 7D). Serum bilirubin levels where likewise similar (data not shown). However, there were significantly fewer Ki-67 positive hepatocytes seen at 48 hours after CCl_4_ intoxication (Figure 7E and 7F). These data suggest that in a model of CCl_4_ intoxication, liver injury itself is not affected by the presence or absence of BA, but that BA are required for the normal regenerative effect that follows toxic liver injury.

**Figure 7:**
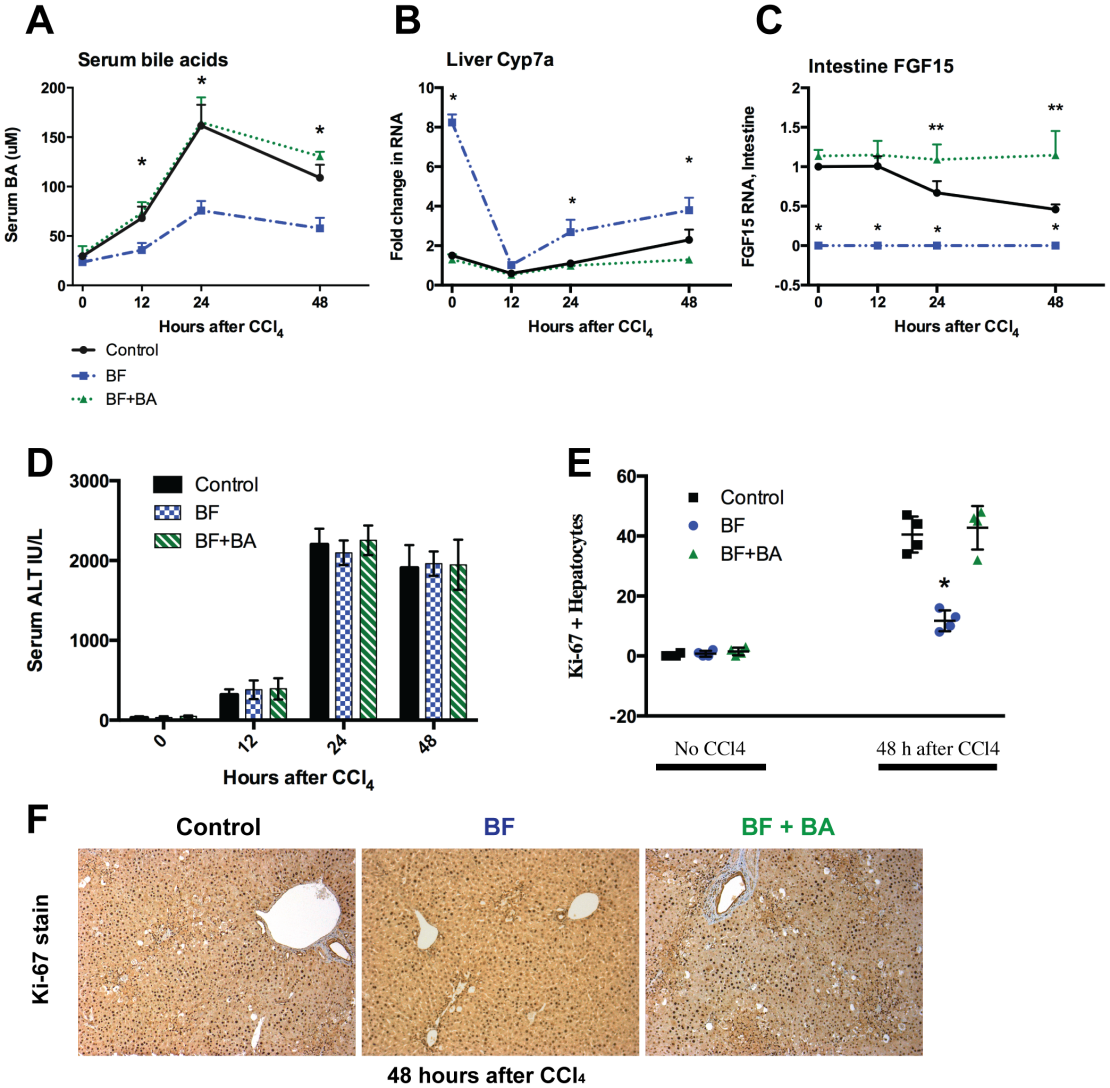
Hepatocyte proliferation is significantly reduced in rats with BF after CCl_4_ intoxication. After sham BF (controls), BF, or BF + BA infusion, rats were given 2 mg/kg CCl_4_, and assessed afterwards. Comparisons of serum bile acids (A), liver Cyp7a (B) and intestine Fgf15 (C) are shown between the experimental conditions. Serum ALT levels after CCl_4_ were similar in all groups when used to quantitate liver injury (D), but hepatocyte proliferation was attenuated in rats with BF compared to controls when assessed by Ki-67 staining (E,F). Proliferation was restored when a BA infusion was given to rats with a BF. Four rats per timepoint were used in these experiments. A single asterisk (*) indicates a significant (p<0.05) difference between the control/BA replacement and the biliary fistula experiments, while a double asterisk (**) indicates a significant difference between the control and the BA replacement.

## Discussion

Liver regeneration is unlike tissue regeneration in other organs in non-human species, and has also been termed “compensatory proliferation.” The proliferation is thought to “compensate” for some function the diminished hepatocyte mass cannot perform, though the specific function yet eludes researchers. Though many secondary signals that govern the compensatory proliferation are known, knowledge of the primary physiological signal(s) would significantly advance the field.

Given that the liver has a finite capacity to secrete BA [22], it is not surprising that after PH the remnant liver cannot secrete the largely unchanged BA pool returning from the intestine. This inability of the remnant liver to secrete the returning BA pool manifests as spillage of portal blood BA into the systemic circulation, with a rise in systemic BA levels minutes after PH. Liver regeneration after PH is at least in part governed by humoral factors [36] and is preceded by signaling events which occur within minutes after PH [37]. BA flux after PH thus fulfills several criteria that make it an attractive physiological candidate for instigation and control of liver regeneration: (1) the hepatic function of BA circulation cannot be maintained by the remnant post-PH liver, (2) abnormal BA flux is evident within minutes after PH, (3) elevated systemic BA after PH are a potential humoral signal for liver regeneration, and (4) the BA pool is a fixed size in relationship to size of the organism, and secretion of this fixed size BA pool could be a governing factor in liver size (and setting of the “hepatostat”). In addition, several studies have implicated BA receptors in liver regeneration, including FXR [13], [14], Fgf15 [15] and TGR5 [16].

The present study sought to clarify the role of BA in liver regeneration after PH, with emphasis on the physiological and signaling dynamics of BA flux. As we have shown, the EHC of BA is significantly disturbed within minutes of PH in the mouse (and rat, earliest timepoint 5 minutes, data not shown), with a relative redistribution of the BA pool from the intestine into the systemic blood. Prevention of this phenomenon through drainage of the BA pool effectively attenuates the BA overload after PH. Prevention of BA return through the portal blood after PH significantly diminishes hepatocyte proliferation as well as regrowth of the liver, and thus clearly links an important physiological liver function to liver regeneration. We found that the effects on liver regeneration are specific for BA by replacing BA in the rat biliary fistula model, as well as by using mice deficient in the intestine BA-specific transporter Asbt (Asbt-/-).

Multiple analyses confirm a lack of normal liver regeneration when BA are not returning to the remnant liver. Complete RNA sequencing of liver tissue after PH in control rats, those with BF and those with BA replacement after BF shows that the genetic pathways of DNA replication are markedly decreased when BA are removed, and is restored when BA are added back to the system. 

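Between the BF + BA and Control columns at 24 h, the DNA replication set had a median log2 ratio of -0.0061, where the random lists had a median of -0.17 (percentile 100), and 0 of its 135 members differed by 2-fold or more. With the columns rescaled the median was 0.14. The 11 members listed under an older symbol had a median log2 ratio of -0.49 in the same comparison. In genes outside Table S2 it was -0.77 for S phase and -0.55 for G2/M.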

Serum levels of HGF are diminished in the absence of BA, and restored when BA are replenished. Serum IL-6 levels, however, are relatively unchanged in the absence of BA after PH. These findings support the growing body of literature that finds HGF indispensible for liver regeneration, while IL-6, which clearly rises after PH, may not be necessary for liver regeneration specifically. STAT3, one of the primary effectors in the IL-6 signaling pathway, was little affected by the absence of BA after PH (Figure S3A).

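STAT3 was at 33.5 RPKM in Control, 79.8 in BF and 91.9 in BF + BA at 0 h. It rose to 198.3, 191.6 and 219.8 RPKM at 4 h in the same order. At 12 h it was at 139.2 RPKM in Control, 97.9 in BF and 147.4 in BF + BA, and at 24 h at 116.3, 87.6 and 105.8 RPKM. The log2 ratio at 4 h was -0.049 in BF against Control, or 0.018 with the columns rescaled, and -0.20 in BF against BF + BA.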

PH is followed within minutes by activation of the mitogen-activated kinase JNK, and inhibition of JNK diminishes cyclin D1 expression and liver regeneration [30]. A kinase upstream of JNK and AP-1 signaling, MKK4, was found to be crucial for liver regeneration [38]. BA activate JNK in hepatocytes [32], [39], [40] and such activation is thought to be one of the underlying mechanisms for inhibiting BA synthesis through Cyp7a repression. Our study showed a significant upregulation in AP-1 gene set activation (major transcription factor activated by JNK) 4 hours after PH in control rats. 

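With the enrichment score of Gene Set Enrichment Analysis, the method that the paper names, computed here over genes ranked by log2 ratio, the AP-1 set scored 0.65 at 4 h against 0 h in Control (percentile 97.12 among the matched random lists), 0.60 in BF (percentile 92.85) and 0.71 in BF + BA (percentile 99.33). At 4 h it scored -0.75 in BF against Control (percentile 3.8) and -0.82 in BF against BF + BA (percentile 0.12). CCND1, the cyclin D1 gene, was at 9.33 RPKM in Control, 3.58 in BF and 0.83 in BF + BA at 4 h, and at 49.9, 17.2 and 19.1 RPKM at 24 h.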

The AP-1 gene set upregulation was significantly attenuated in rats with absent BA, and restored when BA were added back to the model. This finding suggests a mechanistic link between BA signaling and AP-1 mediated liver regeneration.

Others have found that liver size can be increased with enteral BA feeding [13]. Our study validates this finding by showing that liver regrowth after PH is significantly diminished in the absence of BA return to the liver. The molecular mechanisms explaining this phenomenon are unknown, but could involve the Hippo signaling pathway, which is often invoked in regulation of organ size. Indeed, the Hippo pathway gene set is significantly activated at 12 and 24 hours after PH in control rats, but largely inactive when BA are removed, a finding which again can be reversed by replacement of BA.

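At 12 h against 0 h the 14 members of the Hippo pathway set had a median log2 ratio of -0.11 in Control (percentile 61.12), -0.073 in BF + BA (percentile 65.93) and -0.00051 in BF (percentile 64.9). With the columns rescaled the medians were 0.032, 0.038 and 0.033. In Control 6 of the members were higher at 12 h and 8 were lower.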

Despite the findings in this study showing the BA are clearly necessary for normal liver regeneration, it is also clear that BA flux is not the only factor which controls this process. While diminished, hepatocyte proliferation and liver re-growth still occur after PH in the absence of BA return from the intestine, both in the rat bilary fistula and mouse Asbt-/- models. This data supports the notion as suggested by others that multiple pathways govern liver regeneration, but did not determine whether BA secretory capacity of the liver controls liver size and thus the “hepatostat.”

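In the sequenced rat livers CYP7A1 fell after PH in every group. It was at 4.59 RPKM in Control, 13.8 in BF and 1.81 in BF + BA at 4 h, a log2 ratio to 0 h of -3.45, -4.71 and -4.31 in the same order. By 12 h it was at 8.53 RPKM in Control, 136 in BF and 3.17 in BF + BA.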

The primary rate-controlling enzyme for BA synthesis, Cyp7a, was markedly down-regulated after PH both in the rat biliary fistula and mouse Asbt-/- models. This finding is surprising, as the two major mechanisms described to down-regulate Cyp7a, increased intestinal Fgf15 or elevated BA causing JNK activation, are both eliminated in the present study, yet the Cyp7a is still profoundly decreased soon after PH. Previous studies have noted the Cyp7a repression after PH [41] and attributed this to HGF and JNK signaling, though blockade of these pathways after PH did not fully account for the Cyp7a repression. As well, Cyp7a repression after PH occurs in FXR-/- mice [13], demonstrating that the repression is FXR-independent. The present study supports and expands this concept, and suggests that an as-yet unidentified signal is responsible for Cyp7a repression after PH, unrelated to high BA levels either in the portal blood or intestine. Identification of the mechanism by which Cyp7a is repressed after PH may therefore point toward a more proximal signal regulating liver regeneration and thus deserves further study.

Finally, our study demonstrates that liver injury (CCl_4_) other than PH also requires BA for liver regeneration. It has long been speculated that any liver injury results later in regeneration, but it is controversial whether the same signals are at play in different injury models. In the present work, however, bile acid flux after CCl_4_ in controls and BF rats looked remarkably similar to that following PH (though delayed by about a day). Indeed, the same profound Cyp7a repression was seen even in the absence of BA return to the liver and virtually absent intestinal Fgf15. These data suggest that, at least in the CCl_4_ acute intoxication model, the contribution of bile acid flux to liver regeneration is similar to that seen after PH.

In sum, our study for the first time describes the physiology of BA flux after PH and its attendant signaling in the liver and intestine. The data clearly ties the function of BA secretion by the liver to hepatocyte proliferation and liver growth after PH, and suggests that BA-mediated JNK and AP-1 activation may provide the mechanistic link between BA flux and hepatocyte proliferation. We further show that Cyp7A repression occurs after PH in the absence of BA overload or elevated Fgf15, and speculate that further investigation of Cyp7a control may lead to earlier signals governing liver regeneration. And while it is clear that BA flux is necessary for normal liver regeneration, it is also clear that other mechanisms are at work, and further research is needed to define other physiological functions of the liver that stimulate the compensatory proliferation.

## Supporting Information

Figure S1 (TIF) Click here for additional data file.

Figure S2 (TIF) Click here for additional data file.

Figure S3 (TIF) Click here for additional data file.

Figure S4 (TIF) Click here for additional data file.

Figure S5 (TIF) Click here for additional data file.

File S1 Contains Tables S1–S3. Table S1. qPCR Primer List. Table S2. Gene set constituents. Table S3. RNA Sequencing Results.
(DOCX) Click here for additional data file.

Materials and Methods S1 (DOCX) Click here for additional data file.

# Supplementary material for: Bile Acid Flux Is Necessary for Normal Liver Regeneration
**Source:** PLoS One. 2014 May 19;9(5):e97426. doi: 10.1371/journal.pone.0097426
**Supplement:** File S1 — Contains Tables S1–S3. Table S1. qPCR Primer List. Table S2. Gene set constituents. Table S3. RNA Sequencing Results.

**Supplemental Tables**

*Table S1* **qPCR Primer List**

| **qPCR primer** | **Sequence (5’-3’)** |
| --- | --- |
| Mouse Cyp7a F | TGGAATAAGGAGAAGGAAAGTA |
| Mouse Cyp7a R | TGTGTCCAAATGCCTTCGCAGA |
| Mouse FGF15 F | GAGGACCAAAACGAACGAAATT |
| Mouse FGF15 R | ACGTCCTTGATGGCAATCG |
| Mouse Gapdh F | CGACTTCAACAGCAACTC |
| Mouse Gapdh R | GTAGCCGTATTCATTGTCAT |
| Rat Cyp7a F | CTGTCATACCACAAAGTCTTATGTCA |
| Rat Cyp7a R | ATGCTTCTGTGTCCAAATGCC |
| Rat FGF15 F | CTCCTCGGTACTGCAAGAAACC |
| Rat FGF15 R | TGTAGCCCAAACAGTCCATTTCCT |
| Rat PCNA F | ATCTAGACGTCGCAACTCCG |
| Rat PCNA R | GCTGCACTAAGGAGACGTGA |
| Rat Gapdh F | GTATCGGACGCCTGGTTAC |
| Rat Gapdh R | ACTGGAACATGTAGACCATGTAGTT |

*Table S2* ***Gene set constituents***

| **DNA Replication** | |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| AHCTF1 | CENPC1 | GINS2 | MCM6 | PMF1 | PSMA4 | PSMD12 | RPA1 |
| APITD1 | CENPH | GINS4 | MCM7 | POLA1 | PSMA5 | PSMD13 | RPA2 |
| AURKB | CENPI | GMNN | MCM8 | POLA2 | PSMA6 | PSMD14 | RPA3 |
| B9D2 | CENPK | GORASP1 | MIS12 | POLD1 | PSMA7 | PSMD2 | RPA4 |
| BIRC5 | CENPL | INCENP | MLF1IP | POLD2 | PSMA8 | PSMD3 | RPS27 |
| BUB1 | CENPM | ITGB3BP | NDC80 | POLD3 | PSMB1 | PSMD4 | RPS27A |
| BUB1B | CENPN | KIF18A | NDEL1 | POLD4 | PSMB10 | PSMD5 | RPS27AP11 |
| BUB3 | CENPO | KIF20A | NSL1 | POLE | PSMB2 | PSMD6 | SEC13 |
| CASC5 | CENPP | KIF23 | NUDC | POLE2 | PSMB3 | PSMD7 | SEH1L |
| CCDC99 | CENPQ | KIF2A | NUF2 | PPP1CC | PSMB4 | PSMD8 | SGOL1 |
| CCNA1 | CENPT | KIF2B | NUP107 | PPP2CA | PSMB5 | PSMD9 | SGOL2 |
| CCNA2 | CKAP5 | KIF2C | NUP133 | PPP2CB | PSMB6 | PSME1 | SKA1 |
| CDC20 | CLASP1 | KNTC1 | NUP37 | PPP2R1A | PSMB7 | PSME2 | SKA2 |
| CDC45 | CLIP1 | LIG1 | NUP43 | PPP2R1B | PSMB8 | PSME4 | SKA2L |
| CDC6 | DBF4 | LOC645084 | NUP85 | PPP2R5A | PSMB9 | PSMF1 | SMC1A |
| CDC7 | DNA2 | LOC652826 | ORC1 | PPP2R5B | PSMC1 | RAD21 | SMC3 |
| CDCA8 | DSN1 | MAD1L1 | ORC2 | PPP2R5C | PSMC2 | RANBP2 | SPC24 |
| CDK2 | E2F1 | MAD2L1 | ORC3 | PPP2R5D | PSMC3 | RANGAP1 | SPC25 |
| CDKN1A | E2F2 | MAPRE1 | ORC4 | PPP2R5E | PSMC4 | RB1 | STAG1 |
| CDKN1B | E2F3 | MCM10 | ORC5 | PRIM1 | PSMC5 | RCC2 | STAG2 |
| CDT1 | ERCC6L | MCM2 | ORC6 | PRIM2 | PSMC6 | RFC2 | TAOK1 |
| CENPA | FBXO5 | MCM3 | PAFAH1B1 | PSMA1 | PSMD1 | RFC3 | UBA52 |
| CENPC1 | FEN1 | MCM4 | PCNA | PSMA2 | PSMD10 | RFC4 | XPO1 |
| CENPH | GINS1 | MCM5 | PLK1 | PSMA3 | PSMD11 | RFC5 | ZW10 |
|  |  |  |  |  |  |  | ZWILCH |
|  |  |  |  |  |  |  | ZWINT |

*TableS 2* ***Gene set constituents***

| **AP-1 Acitvation** | **Hippo**  **Pathway** | **Bile Acid Synthesis** |
| --- | --- | --- |
| ATF2 | AMOT | ABCB11 |
| FOS | AMOTL1 | ACOT8 |
| JUN | AMOTL2 | ACOX2 |
| MAPK1 | CASP3 | AKR1C4 |
| MAPK10 | DVL2 | AKR1D1 |
| MAPK11 | LATS1 | AMACR |
| MAPK14 | LATS2 | BAAT |
| MAPK3 | LOC440917 | CH25H |
| MAPK8 | LOC646561 | CYP27A1 |
| MAPK9 | MOB1A | CYP39A1 |
|  | MOB1B | CYP46A1 |
|  | NPHP4 | CYP7A1 |
|  | SAV1 | CYP7B1 |
|  | STK3 | CYP8B1 |
|  | STK4 | HSD17B4 |
|  | TJP1 | HSD3B7 |
|  | TJP2 | SCP2 |
|  | WWC1 | SLC27A2 |
|  | WWTR1 | SLC27A5 |
|  | YAP1 |  |
|  | YWHAB |  |
|  | YWHAE |  |

*Table S3* ***RNA Sequencing Results***

All of the RNA sequencing data used in this study is available at the NCBI GEO website, Series record GSE54673, <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE54673>. Each column (example: **Cont-T0-A**) refers to one condition and one time point (**Cont-T0-A** refers to Control rat liver collected at the time of PH), but includes data from 4 animals which has been averaged according to RPKM count).

# Supplementary material for: Bile Acid Flux Is Necessary for Normal Liver Regeneration
**Source:** PLoS One. 2014 May 19;9(5):e97426. doi: 10.1371/journal.pone.0097426
**Supplement:** Materials and Methods S1

**Supplemental Materials and Methods**

*Quantitative real-time RT-PCR (qPCR)*

RNA was isolated, reverse transcribed, and measured by real-time reverse

transcriptase–PCR using SYBR green as previously described.[^1^](#_ENREF_1) (Life Technologies,

Carlsbad, CA) (primers are listed in **Table S1**).

*Histology*

Rat and mouse liver was immersed in 4% formalin immediate after collection, embedded in paraffin, and slides cut in the usual fashion. Routine hematoxylin and eosin staining was done for all samples, while separate slides were used for BrdU staining. Rat staining was performed with rat mAB OBTOO3OG (Accurate) for Brdu or mAb YSRTMCA289 (Accurate) for Ki-67 and visualized with BioGenex AEC. Sections were counterstained lightly with hematoxylin. Mouse sections were stained with mAB AB125306 (Abcam) with similar processing.

*Complete RNA sequencing*

Sequencing libraries were constructed using the Illumina TruSeq RNAseq kit. Briefly, poly(A)+ RNA was isolated from total RNA using oligo-dT coated magnetic beads. (See **Figure S2** for RNA quality control prior to library creation). The recovered RNA was then chemically fragmented. First strand cDNA was generated using random hexamers as primers for reverse transcriptase. Following second strand synthesis, the ends of the double stranded fragments were repaired and then a single “A” nucleotide was added to each end. Illumina adaptors were ligated to the cDNAs. Limited round PCR was used to amplify the material to yield the final library. Library concentration was determined using real time PCR with primers complementary to the Illumina adaptors. Sample libraries were diluted and applied to an Illumina paired end flow cell at a concentration appropriate to generate about 180 million reads per lane. All libraries were prepared with indexing barcodes to permit multiplex runs. 50 cycle single read sequencing were used to generate base call files. Illumina’s CASAVA package was used to assemble the reads into standard fastq formatted data.

*RNA sequencing gene set analysis*

Raw fastq data from RNA libraries was transformed into Reads Per Kilobase Million (RPKM), which allows a normalized comparison between libraries. 

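Gene Set Enrichment Analysis ranks all genes by how much they differ between a pair of conditions and asks whether the members of a set gather at one end of the ranking. Its score depends on which members are found in the expression table. Of the genes listed in Table S2, 135 of 192 for DNA replication, 9 of 10 for AP-1 activation, 14 of 22 for the Hippo pathway and 17 of 19 for BA synthesis were found by name and expressed in at least 1 column. A further 11 DNA replication and 3 Hippo pathway members are in the table under an older gene symbol.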

RPKM data was analyzed using Gene Set Enrichment Analysis (GSEA) as described.[^2^](#_ENREF_2) Gene set constituents are noted in **Table S2**). Differences in gene sets were considered significant if the false discovery rate (FDR) qvalue was < 0.05, a more stringent statistic than the p value. All differences between gene sets with an FDR qvalue < 0.05 also had p values < 0.05. Complete RNA sequencing data can be found at the NCBI GEO website, Series record GSE54673, <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE54673>.

*Serum Bile Acid (BA), ALT, HGF, and IL-6 determinations*

Serum total BA concentrations were performed in triplicate with an enzymatic Total Bile Acids Test Kit (Diazyme, Cat # DZ042A-K) according to the manufacturer’s instructions. Serum ALT levels were assayed in triplicate with an ALT (SGPT) Reagent Kit (Color Endpoint) (Bio-quant, Cat # BQ 004A-CR). Serum HGF was determined with the Mouse/Rat HGF Quantikine ELISA kit (R&D Systems, Cat # MHG00), and serum IL-6 levels assayed with the Rat IL-6 Quantikine ELISA Kit (R&D Systems, Cat # R6000B).

1. Madison, B.B.*, et al.* Cis elements of the villin gene control expression in restricted domains of the vertical (crypt) and horizontal (duodenum, cecum) axes of the intestine. *J Biol Chem* **277**, 33275-33283 (2002).

2. Subramanian, A.*, et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* **102**, 15545-15550 (2005).

How the deposited data were processed for this re-analysis (not part of the article)

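RNA sequencing of rat liver was analysed for 3 groups (Control with a sham operation, BF, and BF with duodenal BA infusion) at 0, 4, 12 and 24 h after PH. The authors converted their reads to RPKM and deposited 1 table of RPKM values with 2 decimals, in which each column is the mean of 2 sequencing runs, 1 on RNA of 1 rat and 1 on combined RNA of 3 rats. The paper's text and supplements name no aligner, genome build, annotation or weighting of the runs. RPKM divides by transcript length and by the total of each library, so a few very abundant genes lower the values of the rest. The runs are averaged, and so neither the spread between rats nor the number of reads per sample is known. Every value is therefore the authors' mean, without an error, and no p-value is given.

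The table lists 14692 genes. One gene had no value and 2303 were at 0 in all columns, which left 12388 genes. A filter to the 8459 genes with a mean of at least 1 RPKM over the 12 columns was used for counts of changed genes. Ratios were computed as log2 after adding 1 RPKM. For a gene set, the median log2 ratio was compared with the medians of 10000 random lists of the same size drawn from 20 bins of mean expression, and the lowest and highest 2.5% were taken as apart from the random lists. A result was said to keep its direction when its percentile stayed on the same side of 50, a definition made after first results had been seen. Single genes and counts of genes used a log2 ratio of 1 in size. Computations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots matplotlib 3.10.9.

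Set members were taken from Table S2 and matched to the table by gene symbol. Older symbols were matched through RefSeq names of the GRCr8 assembly, used for names only. The genes named are those the paper names for the sequencing, the AP-1 members, the 5 members of each other set that differed most between BF and the mean of Control and BF + BA at the time of the claim, in the same direction against both and with a mean of at least 1 RPKM, and, outside the sets, the 5 highest and 5 lowest genes at each time by the same rule. Some genes selected in this way are not reported here. ALB, GAPDH, LCN2, A2M, TOP2A, CCNB2, RRM2, ORC1L and ORC6L were chosen after their values were seen. Lists of cholesterol synthesis, acute phase, immediate early and YAP target genes were written before the data were examined. A list of FXR targets was not used, since 2 of its 7 symbols, some of them alternative names, were found by name and expressed. Another of them, ABCB11, was listed at 0 in all columns. Lists of S phase and G2/M genes outside Table S2 were added after the results of the sets were seen, and 22 of 27 and 28 of 42 of their genes were found by name and expressed.

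The computation was tested on simulated columns made from the Control column at 24 h with a noise of 0.3 (SD, log2) and 1000 random lists. Of 200 unchanged random sets of each size, 3% of sets of 9 genes, 3.5% of sets of 14, 4% of sets of 17 and 6.5% of sets of 135 fell outside the limits. The noise was independent between genes. How often a set whose members move together would leave the limits is therefore not told by these values. When all members were raised by 0.5 on the log2 scale, 75.5%, 90.5%, 94.5% and 100% of the sets lay above the upper limit. Of 200 genes changed 4-fold among 12388, 99.5% were found, together with 7 unchanged genes. The changed genes were drawn from well expressed genes only, and their changed values carried no noise. Recovery of weakly expressed genes was therefore not tested. Alternatives were another pseudocount, a filter on low values, rescaled columns, the mean or the enrichment score in place of the median, random lists without matching, exchanged group names and other choices of set members. The quantitative PCR, histology, protein and mouse data were not analysed here.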

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

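The tests of the fistula operation, of the loss of bile acids and of a factor common to a column were chosen only after the results were seen. So was the rescaling of columns for the sets outside Table S2. The rescaling for the AP-1 set and the marker list were chosen before.

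The AP-1 activation set moved in opposite directions between 0 and 4 h. The median log2 ratio was -0.13 in Control and -0.037 in BF but 0.19 in BF + BA, a difference of 0.31 between Control and BF + BA and of 0.22 between BF and BF + BA. YAP target genes moved in opposite directions between 0 and 24 h, with -0.051 in Control, 0.038 in BF and -0.11 in BF + BA, a difference of 0.089 between Control and BF and of 0.15 between BF and BF + BA. None of these differences was tested, since each group has 1 averaged column. After each column was rescaled on its median gene, the AP-1 medians were 0.027 in Control, 0.020 in BF and 0.49 in BF + BA, and the YAP target medians -0.23, -0.15 and -0.21. The opposite signs thus depend on the scale of the columns. No biological explanation was tested.

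Acute phase genes, which the paper does not analyse, were above Control at 0 h in both fistula groups. The median log2 ratio of 16 genes was 1.39 in BF and 1.77 in BF + BA, both at percentile 100. LCN2 was at 3.03 RPKM in Control, 807.7 in BF and 1388 in BF + BA, and A2M at 7.61, 1772 and 1892 RPKM. Rescaling each column on its median gene gave 1.55 and 1.87. Rescaling moves the random lists by nearly the same factor, so its percentiles decide nothing. If a few genes took more of the reads, the other genes of the column would shift by a common factor, and the random lists with them. Their medians were -0.12 in BF and -0.16 in BF + BA, so such a factor does not account for the rise. In Control the same genes rose by a median log2 ratio of 2.52 between 0 and 12 h, after PH. Genes chosen for the acute phase would rise after PH in any case, and Control rats had a sham operation 24 h before PH, so this value does not tell whether the fistula operation explains the difference. Other technical explanations were not tested.

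Cholesterol synthesis genes were also above Control at 0 h. The median log2 ratio of 24 genes was 0.97 in BF and 1.35 in BF + BA, both at percentile 100, and after rescaling 1.13 and 1.45, a test with the same limit. The random lists had medians of -0.18 and -0.14, so a factor common to the column does not account for the rise. If the loss of bile acids from the intestine were the cause, BF would exceed BF + BA. The median log2 ratio of BF to BF + BA was instead -0.39, with 23 of 24 genes lower in BF. This holds for the group names of Fig. 5. With the group names exchanged the ratio was 0.39, as that cause would give. Other explanations were not tested.

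Immediate early genes outside Table S2 were slightly higher in BF + BA than in Control at 4 h, by a median log2 ratio of 0.087 over 14 genes (percentile 99.82), and by 0.31 with the columns rescaled. No other technical or biological explanation was tested.

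Pancreatic enzyme genes stood out in BF at 12 h, where CTRB1 was at 84.7 RPKM, PRSS1 at 16.6 and CPB1 at 11.9, against at most 1.15 RPKM for each in the other columns. Of a list of 30 other acinar cell symbols, some of them alternative names, 21 were found, and 17 of these had their highest value in BF at 12 h. Pancreatic tissue in that sample is a candidate source. No biological explanation was tested.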

How the results depend on the processing

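The alternatives were set before the data were examined, apart from the inclusion of members under older symbols and the rescaling of columns for the sets outside Table S2, which were chosen after seeing the data. Of the set comparisons under alternatives other than the rescaling of columns and the exchange of group names, 251 of 282 values kept their direction and their side of the limits, 15 reversed, 10 came to lie outside the limits and 6 came to lie within them. Under the exchange, 18 of the 46 values that involve a renamed column kept both, 20 reversed, 4 came to lie outside the limits and 4 within them. Rescaling can hardly change these results and was left out of the counts. Direction was judged against the random lists, so a reversed result can keep the sign of its median. This definition was made after first results had been seen.

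The DNA replication results kept their direction and stayed outside the limits under every alternative run except the exchange of group names. With proteasome members left out the median log2 ratio of BF to Control was -0.85, and with those members alone -0.30. Rescaling columns moves a set and its random lists by nearly the same amount, so the unchanged percentiles under it show no stability.

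With the group names exchanged, the DNA replication set had medians at 24 h of -0.0061 in BF against Control, 0.57 in BF against BF + BA and -0.58 in BF + BA against Control. The AP-1 set had 0.19 in BF and -0.037 in BF + BA between 0 and 4 h, and 0.076, 0.40 and -0.17 in the comparisons of BF with Control, BF with BF + BA and BF + BA with Control at 4 h. For the Hippo pathway set the exchange gave 0.28 in BF and 0.14 in BF + BA between 0 and 24 h, and -0.046, 0.28 and -0.30 in those 3 comparisons at 24 h. The BA synthesis set had -0.018, -0.17 and 0.35 at 0 h. Of BF against BF + BA, cholesterol synthesis gave 0.39, acute phase 0.056, YAP targets -0.11, immediate early genes 0.11, S phase genes -0.23 and G2/M genes -0.46. YAP targets gave -0.11 in BF and 0.038 in BF + BA between 0 and 24 h. Immediate early genes gave 0.087 in BF and -0.18 in BF + BA against Control, and G2/M genes -0.55 and -0.12. The exchange only renames columns, so these values bear on which group names hold, and they do not settle it.

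Among single genes the exchange gave CYP7A1 log2 ratios of -0.13 against Control and -2.79 against BF + BA. For PCNA it gave -0.11 against Control and 2.22 against BF + BA. It gave -0.31 for NR1H4, -0.84 for NR0B2 and -0.37 for FOXM1 against BF + BA. Against Control and BF + BA it gave 0.15 and 0.20 for STAT3, 0.33 and 1.18 for JUN, 0.31 and 1.39 for FOS, and 0.022 and 0.38 for YAP1. Rescaled columns gave 0.018 for STAT3 in BF against Control.

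The AP-1 set depended most on the processing. In BF against Control at 4 h it came to lie outside the limits with a pseudocount of 0.1 RPKM (-0.57), with genes of at least 1 RPKM (-0.54), with the mean (-0.41) and with 1 member left out (-0.35). In BF + BA between 0 and 4 h it came to lie within them without FOS and JUN (0.026) and with 1 member left out (0.11), and in BF + BA against Control with the mean (0.12). Between 0 and 4 h the side of the random lists changed in Control without matching (-0.13), without FOS and JUN (-0.16) and with 1 member left out (-0.14). In BF it changed with genes of at least 1 RPKM (-0.037), without matching (-0.037), without FOS and JUN (-0.069) and with 1 member left out (-0.053). The cause was not tested.

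The Hippo pathway set in BF + BA between 0 and 24 h came to lie outside the limits with a pseudocount of 0.1 RPKM (0.38), with genes of at least 1 RPKM (0.37), without matching (0.28) and with 1 member left out (0.37). In BF it changed side without matching (0.14). Between 0 and 12 h it changed side without matching in Control (-0.11) and BF + BA (-0.073), and in BF + BA with genes of at least 1 RPKM (-0.14) and with 1 member left out (-0.14). In BF against Control at 24 h it came to lie within the limits with 1 member left out (-0.24). With older symbols included, BF + BA against Control was -0.034 and outside the limits. YAP targets in Control came to lie within the limits with a pseudocount of 0.1 RPKM (-0.057) and with the mean (-0.035), and in BF + BA against Control changed side with the mean (-0.16). With the mean, acute phase genes in BF against BF + BA lay outside the limits (-0.17). G2/M genes in BF against Control changed side with a pseudocount of 0.1 RPKM (-0.12), with genes of at least 1 RPKM (-0.12), and with the columns rescaled (-0.026). The cause was not tested.

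At least 2-fold higher in BF than in both other groups were 10 genes at 0 h, 25 at 4 h, 57 at 12 h and 27 at 24 h, and at least 2-fold lower were 24, 64, 43 and 47. A pseudocount of 0.1 RPKM gave 21 higher and 61 lower at 0 h, 52 higher at 4 h, and 114 higher and 68 lower at 12 h. With the group names exchanged there were 43 higher at 0 h, 87 higher and 113 lower at 4 h, 13 higher and 17 lower at 12 h, and 31 lower at 24 h. The cause was not tested.

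No paired analysis was possible because each group and time has 1 averaged column. The alternatives for genes with several rows and for each sequencing run on its own were not run, since no gene name is repeated and each column is a mean. Without the number of reads, the counting error of weakly expressed genes such as FOS in Control at 0 h (0.42 RPKM) is unknown.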

Differences from the paper's values

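The values of CYP7A1 at 0 h and of PCNA at 24 h did not differ from those read from Fig. 5 by more than 1.5 times in any group. With the group names exchanged, those of BF and BF + BA did.

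The paper states that genes of AP-1 activation rose in Control at 4 h. Here the median log2 ratio of the 9 members was -0.13 (percentile 53.15). None of the alternatives placed the Control set outside the limits, and the nearest of those tried were the enrichment score (0.65, percentile 97.12) and the mean (0.26, percentile 96.92). The paper also states that the set was lower in BF than in Control at 4 h. The median log2 ratio was -0.17 (percentile 13.58). A pseudocount of 0.1 RPKM (percentile 0.25), genes of at least 1 RPKM (percentile 0.16) and the mean (percentile 2.05) placed it outside the limits. With 1 member left out, the lowest median had percentile 0.52 and the highest 15.11. It stayed within the limits with the enrichment score (percentile 3.8), without matching (percentile 7.07) and without FOS and JUN (percentile 16.97).

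The paper states that the Hippo pathway set was activated in Control at 24 h and, in its discussion, at 12 h. The median log2 ratio in Control was 0.31 at 24 h (percentile 80.1) and -0.11 at 12 h (percentile 61.12), and no alternative placed either outside the limits. In BF, which the legend of Fig. 5 describes as increased at 24 h as well, the median was 0.14 (percentile 19.08), and it reached percentile 55.84 without matching and 93.7 with the group names exchanged. For BF + BA, which the paper also describes as upregulated at 24 h, the median was 0.28 (percentile 93.7). It came to lie outside the limits with a pseudocount of 0.1 RPKM (percentile 97.67) and with genes of at least 1 RPKM (percentile 98.18). So it did without matching (percentile 98.11). With 1 member left out, its percentile ranged from 70.51 to 98.76. It stayed within the limits with older symbols included (percentile 85.69), with the mean (percentile 88.65) and with the enrichment score (percentile 92.42).

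The paper describes a decrease of FOXM1 at 24 h that is specific for BA. FOXM1 was at 14.4 RPKM in Control, 10.5 in BF and 7.93 in BF + BA, so that BF + BA was the lowest of the 3. With the group names exchanged, the column taken as BF had 7.93 RPKM.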

Other observations

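The alternative without the proteasome members was set before the data were examined, but its reading as a test of an explanation was written down after the result was seen. Tests of expression level, of both measures for the ALB value and of GAPDH were chosen only after the result was seen. The tests on cell cycle genes outside Table S2, on genes that vary little, on matched genes, on a shift of all genes and on sex chromosome genes were written down before their results were seen. The patterns they address had been noticed in the same data. The test on older symbols was also written down before its result, but its group of genes was set apart after seeing the data.

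The lower value of the DNA replication set in BF at 24 h was shared by S phase genes outside Table S2 against Control, but not against BF + BA. If fewer cycling cells were the cause, those genes would be lower in BF than in both other groups. S phase genes had a median log2 ratio of -0.46 in BF against Control but of 0.23 against BF + BA, and G2/M genes of -0.12 and 0.46. Of these 50 genes, 47 were lower in BF + BA than in BF and 49 lower in BF + BA than in Control. Of the 135 members found by their Table S2 name, 5 were lower in BF + BA than in BF. RRM2 was at 6.99 RPKM in Control, 5.69 in BF and 2.62 in BF + BA, while CCNB2 was the 1 of the 50 not lower in BF + BA than in Control. Without the proteasome members the set's median log2 ratio of BF to BF + BA was -0.84, so those members do not account for the difference.

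The results on cycling cells hold for the group names of Fig. 5. With the names exchanged, as the sample descriptions give them, S phase genes outside Table S2 had a median log2 ratio of -0.77 in BF against Control and -0.23 against BF + BA, and G2/M genes -0.55 and -0.46, the pattern that fewer cycling cells in BF would give. The 11 DNA replication members under an older symbol, described below, then had -0.49 (percentile 0.01) and -0.16 (percentile 6.88), while the members found by name had -0.0061 and 0.57. Under either naming the genes found by their Table S2 name were thus lowest in a different column from the cell cycle genes outside it. CYP7A1 and PCNA have the values of Fig. 5 only under its own names. The paper's quantitative PCR of Cyp7a, raised in fistula rats before PH, also goes with those names. NR0B2, a target of Fxr outside Table S2, was lower in the column taken as BF + BA than in that taken as BF at 0 h, where loss of BA in BF would give the opposite. This reading of the exchanged names was made after the results were seen. The group names are not settled by these genes.

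The 175 genes found from Table S2 were nearly equal in Control and BF + BA at 24 h. The median size of their log2 ratio was 0.062, against 0.21 in random lists matched on expression level (percentile 0), so at the deposited scale expression level does not account for it. Lists matched also on spread over the Control columns had a median of 0.25 (percentile 0). At that scale the choice of genes that vary little does not account for it either. Part of this is a matter of scale, since the median gene shifted by -0.17 between these columns: with the columns rescaled, the median size was 0.14 for the Table S2 genes and for the random lists (percentile 48.04). The spread is not. The median absolute deviation from the median of the genes themselves is hardly moved by a factor common to a column. It was 0.063 for the Table S2 genes, against 0.15 in the random lists (percentile 0). By set it was below the limits for DNA replication (0.063), AP-1 (0.039, percentile 1.46) and the Hippo pathway (0.058, percentile 1.38). For BA synthesis it was within them (0.11, percentile 12). This deviation was not compared with lists matched on spread, so genes that vary little are not excluded for it. If the infusion had restored cycling cells, cell cycle genes outside Table S2 would be as nearly equal. At the deposited scale, the median size of the log2 ratio of those 50 genes was 0.63 (percentile 100). With the columns rescaled, their median log2 ratios were -0.63 for S phase and -0.41 for G2/M. Their deviation was 0.22 for the 50 genes together (percentile 99.59). Within each list it was within the limits, at 0.17 for S phase (percentile 74.87) and 0.11 for G2/M (percentile 15.86). Genes outside Table S2 matched one to one with the DNA replication members on Control level at 24 h and on the rise after PH had a median log2 ratio of BF + BA to Control of -0.40, against -0.0061 for the members. Genes picked by their Control values tend to a lower ratio to Control, so this value alone decides nothing. Matched on the same measures in BF + BA, which would push the ratio upward, the median was -0.29, and matched on the mean of both groups -0.38, with the members at percentile 100 among such genes in both. These matchings were chosen after seeing the first, their prediction written before their values. Choice by Control values thus does not account for the difference.

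At other times the picture is mixed. The median size of the log2 ratio of the Table S2 genes was 0.16 at 0 h (percentile 0.11), 0.19 at 4 h (percentile 0) and 0.14 at 12 h (percentile 4.22, within the limits). The DNA replication set alone lay within the limits at 0 h (percentile 14.88) and 12 h (percentile 23.72). G2/M genes outside Table S2 were themselves nearly equal in Control and BF + BA at 4 h, at 0.11 (percentile 0.18), so that such a value is not limited to Table S2 genes. The median absolute deviation of the Table S2 genes, computed at these times after the 24 h result was seen, was below the limits at 0 h (0.11), 4 h (0.16) and 12 h (0.13, percentile 1.02), and that of the G2/M genes at 4 h (0.081, percentile 0.06).

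One further test used the names of the genes. The deposited table lists 11 members of the DNA replication set under an older symbol, so that a search by the Table S2 name finds no row. The match rests on RefSeq synonyms, and the 2 proteasome members among them may be related copies. For the 11 genes the median log2 ratio of BF + BA to Control at 24 h was -0.49, below all draws of members found by name with like level and rise (percentile 0, median of the draws 0.015). Without those 2 members, an alternative chosen after seeing the data, it was -0.70 (percentile 0 among the random lists). ORC1L was at 3.22 RPKM in Control, 1.82 in BF and 1.53 in BF + BA, and ORC6L at 10.1, 6.20 and 5.06 RPKM. In BF against BF + BA the 11 genes had a median of 0.16 (percentile 93.12, within the limits), with 8 lower in BF + BA. At 0 h, a comparison chosen after the 24 h result was seen, BF + BA exceeded Control by a median of 0.31 for these 11 genes (percentile 99.94), 0.66 for S phase and 0.48 for G2/M genes outside Table S2 (both percentile 100), and by -0.13 for the 135 members found by name (percentile 21.16). Some values go the other way, among them the BA synthesis set, whose deviation at 24 h was within the limits (percentile 12). The 3 Hippo pathway members under older symbols did not show the difference, with a median of -0.025 in BF + BA against Control at 24 h. MCM5, found by its Table S2 name, was at 11.75 RPKM in BF + BA and 0.76 in Control at 0 h, higher in BF + BA like the S phase genes outside Table S2. Of the explanations tested, a candidate explanation that remains for 24 h is that steps before deposition treated the genes named in Table S2 apart from other genes. It rests on 11 genes and 1 averaged column per group, was found and tested on the same data, and what such a step was cannot be told from the averaged columns. A choice of the Table S2 genes by their values in these columns was not tested, nor was low variation of these genes for the deviation. The hypothesis bears on the comparisons of Table S2 genes with BF + BA, and values of the separate sequencing runs would allow a direct test.

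YAP target genes, which the Hippo pathway regulates, were not apart from the random lists at 24 h in BF against Control (-0.012, percentile 91.52, or 0.025 with the columns rescaled) or against BF + BA (0.11, percentile 89.44). Immediate early genes outside Table S2 rose between 0 and 4 h in each group, by a median log2 ratio of 0.95 in Control, 1.40 in BF and 0.70 in BF + BA, all at percentile 100. At 4 h they were lower in BF than in BF + BA, with a median of -0.11 (percentile 0.32, 10 of 14 genes lower), and in BF against Control the median was -0.18 (percentile 9.13, 11 of 14 genes lower).

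ALB was at 303637 RPKM in BF + BA at 4 h and between 41049 and 99928 in the other 11 columns. If ALB took a larger share of the library, the RPKM of all other genes together would be lower there. It was 679188, within the range of 645657 to 703408 in the other columns. The median gene, in contrast, was lower there than in the other 11 columns, at a log2 ratio of -0.34 to the mean over the columns, against -0.18 in the next lowest. These values do not settle whether a larger share of the library explains the ALB value. No biological explanation was tested.

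GAPDH, a gene that every cell uses, was listed at between 0.05 and 0.54 RPKM. Reads shared with near-identical copies are a candidate cause. Ribosomal protein genes, which have many copies, were below 1 RPKM on average for 19 of 83, against 1 of 43 proteasome genes. RPL30, at 26.5 RPKM in BF, 0.35 in Control and 0.44 in BF + BA at 4 h, is of this family and its differences are uncertain. CYP2C12 was at 549.1 RPKM in BF at 4 h, 12.2 in Control and 80.3 in BF + BA. It was also high in other columns, at 671.1 RPKM in BF + BA at 24 h, 463.1 in BF + BA at 0 h and 330.3 in Control at 12 h. The test for a female animal among the rats could not be made, since 0 of 10 listed sex chromosome genes were found by name.

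Outside the sets, genes were ranked by their ratio in BF to the mean of Control and BF + BA, among those differing in the same direction from both. The 5 highest at 0 h were AKR1B7, AKR1C21, IGFBP1, CCBP2 and TRIB3. Among the 5 lowest were SCD1, at 4.21 RPKM in BF, 50.4 in Control and 24.1 in BF + BA, and ADH6, at 0.01, 3.74 and 7.85 RPKM. A single high column can bring about such a rank: FAM111A was at 0.13 RPKM in BF and 0.32 in Control but 37.8 in BF + BA, and UBD at 0.28 RPKM in BF and 1.52 in BF + BA but 40.5 in Control. AKR1B7 was among the 5 highest at each time, at 246.9 RPKM in BF at 24 h against 63.2 in Control and 37.2 in BF + BA. DHRS7 was among the lowest at 12 and 24 h, at 4.47 RPKM in BF at 24 h against 80.9 in Control and 110.4 in BF + BA.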
